A study of Mus musculus with 25 samples.

How the data were processed

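Bulk RNA sequencing was analysed from 25 melanomas grown from the mouse line B2905, also called M4, in C57BL/6 mice. Per the labels, 40 mice were implanted and treatment began at an average tumour size of 75 mm3. Of these, 30 mice received an antibody against CTLA-4, a receptor that restrains T cells, and 5 received an isotype-matched IgG2b antibody, each at 10 mg/kg. Libraries were made from 20 tumours of the first arm and 5 of the second. The 5 mice left untreated were not analysed here. The anti-CTLA-4 tumours were grouped by the outcome in the labels, assigned 10 to 11 days after the last dose: 8 responders shrank, 6 stable tumours kept their size and 6 non-responders grew. The 5 IgG2b tumours are called controls. Replicates were numbered in the order of their records, which names a tumour and pairs none.

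The library kit named in the labels' protocols was a stranded total RNA kit, while the labels give the molecule as polyA RNA, and this difference was not resolved. The aligner, the counting program and their versions are not given in the sources used here. The library numbers in the labels run by group, with 1 to 5 in controls, 6 to 11 in non-responders, 12 to 19 in responders and 20 to 25 in stable tumours. Any effect of processing order therefore cannot be told apart from group.

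The authors deposited a table of estimated counts per gene (expected counts) for 55450 genes, not normalized, in which 5.64% of values were not whole. These values were rounded to whole numbers before any count model, although whole counts had been assumed when the tests were planned. The 55450 gene identifiers were the same set as GENCODE release 21 for GRCm38, so coordinates are given from that annotation. The authors also deposited a table of RPKM values (reads per kilobase of gene and M reads) for 19522 gene symbols, with gene lengths and denominator not given in the sources used here. In it, 27 symbols had been turned into dates by a spreadsheet, 19518 symbols were unique and used, and 18883 matched the count table. Each of the 25 tumours' count profiles correlated best with its own RPKM column, with a lowest correlation of 0.954 over 10962 genes. No table held columns of other samples.

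The total count per tumour ranged from 8.76 to 34.3 M counts. No pair of replicates was a duplicated library, since the smallest chi-square per gene between replicates of a group was 8.99. Floors of 3 counts over a group and 95% exact Poisson counting intervals were used for genes at or near 0, and these cover counting error only. In such ratios and bounds the mean CPM of the other group was divided by the counts, or the floor, pooled over the libraries of the group near 0, which differs from a ratio of group means where libraries differ in size.

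Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, leaving 18031, and libraries were scaled with TMM. Dispersions were estimated over all 25 tumours with 4 group means and no covariate, and robust quasi-likelihood F tests were made for 7 contrasts. The contrast of all anti-CTLA-4 tumours used the equally weighted mean of the 3 outcome groups. Tests were two-sided with Benjamini-Hochberg adjustment over the tested genes, and genes under an adjusted p of 0.05 are called. Standard errors were obtained from the fold change and the F statistic. On simulated data with 200 changed genes among 18031, 97% of 4-fold and 63% of 2-fold changes were recovered for responder minus non-responder, and 3% of the calls were false. For non-responder minus control, 93% of 4-fold and 47% of 2-fold changes were recovered.

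Scores of 13 gene sets were computed per tumour as the mean TMM-scaled log2 CPM (counts per M counts of the scaled library) of the set's tested genes, with a prior count of 2. Differences between groups were tested with two-sided exact permutation tests over every split, adjusted over the 13 sets within each comparison. A list of 26 candidate immune and melanocyte genes was tested in responder minus non-responder, with adjustment over all genes and over the list alone. The sets, the candidate list, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. Under that rule, genes had to be called with a mean of at least 1 CPM over the 25 tumours, and predicted genes, receptor segments, ribosomal protein genes and pseudogenes were left out. The 5 highest and 5 lowest log2 fold changes were named for responder minus non-responder, and the 2 highest and 2 lowest for each other comparison. Ctla4 and Foxp3 were named throughout, as was each candidate gene past 0.05 over the list alone, except 1 that is not reported here.

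The alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, a stricter filter, a fit of only the groups compared and a requirement of at least a 2-fold change. The stricter filter required 1 CPM in 8 tumours and a mean count of 50. Another alternative was limma 3.58.1 on log2(RPKM + 1) for the 14529 genes with an RPKM of at least 0.5 in 5 tumours. Fold changes on that scale understate the change of low genes. Each of the 25 tumours was also left out in turn. Set scores were recomputed with a prior count of 0.5, RLE factors, the median over genes, log2(RPKM + 1) and the rotation test fry. Added after the data had been seen were protein-coding genes only, the log2 protein-coding share of each library as a covariate, and offsets that removed trends with GC content and exon length. Score tests, tests on simulated data and plots used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

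Lists of 7 other tissues or cell types were also fixed in advance: skeletal muscle, keratinocyte, adipocyte, lymph node stroma, mammary gland, red blood cell and endothelial genes. Lists of 4 Y-linked genes, 3 keratin-associated genes, 6 inner root sheath keratins, 6 neural crest regulators and 6 Schwann cell genes were added after the data had been seen. Genes with near-identical copies, such as the 19 copies of U1 and the 10 annotated copies of U3 small RNA genes, are reported as uncertain, since it is not stated how shared reads were counted.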

Results

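The data comprised 1 RNA library from each of 25 B2905 melanomas. There were 8 responders, 6 stable tumours and 6 non-responders under anti-CTLA-4 antibody, and 5 controls under isotype IgG2b antibody. The comparisons between outcome groups addressed which transcripts differed between tumours that shrank, kept their size or grew under the same antibody. The comparisons with controls addressed the difference from tumours that received an antibody without that target.

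The total count, in M counts, was 25.5 ± 6.22 M in controls (SD, n = 5), 20.2 ± 4.97 M in non-responders (SD, n = 6), 18.5 ± 3.04 M in stable tumours (SD, n = 6) and 14.9 ± 4.74 M in responders (SD, n = 8). The composition of the libraries also differed. Protein-coding genes took 87.4 ± 0.842% of counts in controls, 86.1 ± 1.97% in non-responders, 86.2 ± 1.86% in stable tumours and 63.9 ± 18.8% in responders (SD). The responder share differed from that of non-responders by -22.1 percentage points (exact permutation p = 0.00566, adjusted p = 0.0275 over 24 composition tests). The differences from stable tumours (-22.2 points, exact p = 0.00633) and from controls (-23.5 points, exact p = 0.00932) had the same adjusted p of 0.0275. In 7 of the 8 responders the share lay between 23.8% and 74.3%, below every other library. Responder 5, at 87.0%, lay among the other groups. The 7SL RNA genes, which encode a small structural RNA of the signal recognition particle, took 17.7 ± 13.1% of counts in responders and 4.23 ± 1.59% in stable tumours. Mitochondrial ribosomal RNA took 0.93 ± 0.098% of counts in non-responders, 2.87 ± 2.23% in stable tumours and 5.42 ± 3.95% in responders. The mitochondrial share was higher in responders than in non-responders (exact p = 0.00333, adjusted p = 0.0275) and controls (exact p = 0.00932, adjusted p = 0.0275). It was also higher in stable tumours than in non-responders (exact p = 0.00216, adjusted p = 0.0275) and controls (exact p = 0.013, adjusted p = 0.0312). Every comparison that includes the responders carries the difference in protein-coding share, and those of stable tumours with non-responders or controls carry the mitochondrial one.

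**Figure D1:**
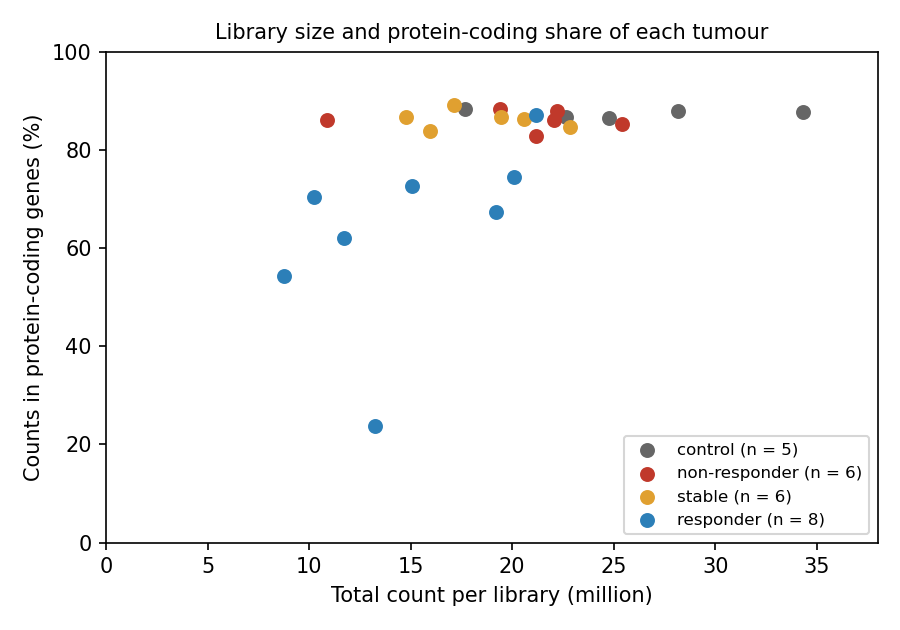
Total count per library in M counts (x axis) against the percentage of counts in protein-coding genes (y axis) for each of the 25 tumours, coloured by group. 7 responders lie below 82.9%, the lowest share in the other groups, and responder 5 lies at 87.0%.

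Responders were first compared with non-responders. Of 18031 genes tested, 8823 were called, with 4538 higher and 4285 lower in responders. That balance depended on the setting. More genes were lower than higher with GC and length trends removed (3744 higher, 4784 lower), with no low-count filter (3809 and 4551), with protein-coding genes only (3311 and 3828), in limma on log2(RPKM + 1) (3554 and 3787) and without non-responder 2 (3927 and 3976). At 2-fold, 2409 were higher and 1012 lower. The setting that changed this number most was the requirement of at least a 2-fold change, under which 3421 genes were called. With the protein-coding share of each library as a covariate, 4627 genes were called, of which 4421 were among the 8823.

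**Figure D2:**
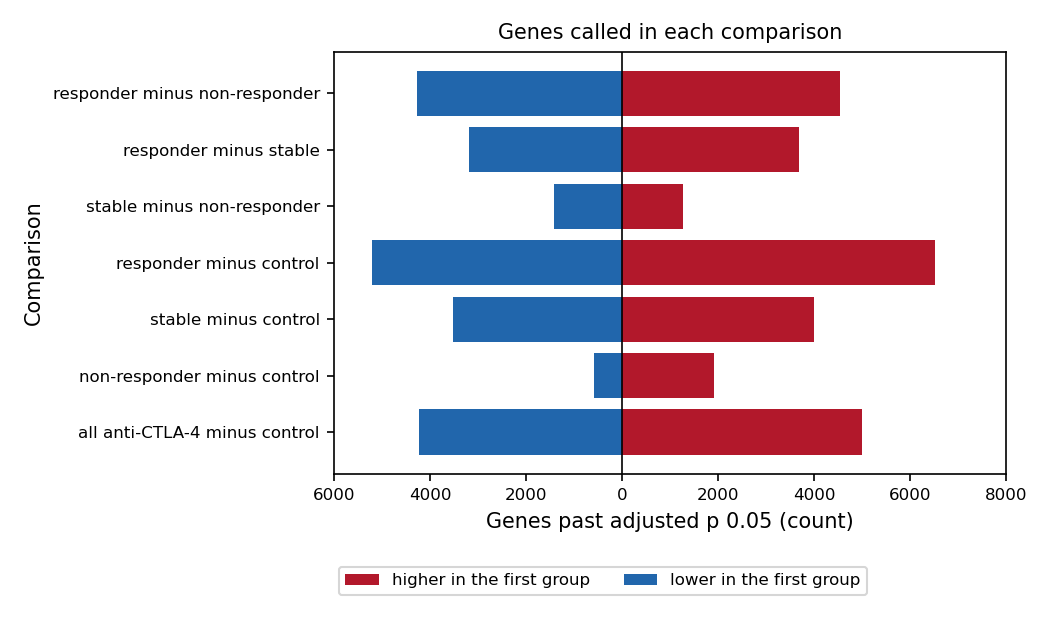
Number of genes past an adjusted p of 0.05 in each of the 7 comparisons (x axis), with genes higher in the first-named group to the right of 0 and genes lower in it to the left. The comparison of responders with controls has the most, 6511 higher and 5212 lower.

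The 3 highest fold changes named for responders over non-responders belonged to keratin-associated genes on chromosome 11 of GRCm38. Krtap9-1 (ENSMUSG00000070335.4, 99873389 to 99874432, plus strand) had a log2 fold change of 7.30 (SE 2.28, adjusted p = 0.0123). Its level was 13.7 ± 24.2 CPM in responders, 0.122 ± 0.298 CPM in non-responders and 4.89 ± 5.97 CPM in controls (SD). Without non-responder 1, the only non-responder with counts, it was at least 554-fold higher in responders against a floor of 3 counts over the other non-responders, or 231-fold with responder 1 also left out. Without responder 1 alone the log2 fold change was 6.04. Krtap4-1 (ENSMUSG00000063251.6, 99627224 to 99628238, minus strand) rose by 7.20 (SE 2.29, adjusted p = 0.0136), or by 5.54 without responder 1. Without non-responder 1 the non-responders had 1 count, and the ratio was 2520 (453 to 99700), or 824 (148 to 32500) with responder 1 also left out. Krtap31-1 (ENSMUSG00000070334.4, 99907920 to 99908892, plus strand) had 2 counts over all non-responders, with means of 2.89 CPM in responders and 0.027 CPM in non-responders. The ratio of the responder mean to the pooled non-responder counts was 193, with a counting interval of 53.5 to 1600, and without responder 1 the ratio was 35.7 (9.88 to 295) and the call was lost. Without non-responder 1 it was at least 117-fold higher against that floor. These 3 genes together reached 1 CPM in 4 of 8 responders, 3 of 6 stable tumours, 1 of 6 non-responders and 3 of 5 controls. All 3 lost their call in limma on log2(RPKM + 1) and with the protein-coding share as a covariate.

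The next highest were the U3 small nucleolar RNA genes Rnu3b1 (ENSMUSG00000105025.1, chromosome 11, 87443237 to 87443451, plus strand) and Rnu3b4 (ENSMUSG00000098641.1, chromosome 11, 87462286 to 87462500, plus strand). Their log2 fold changes were 6.82 (SE 1.98, adjusted p = 0.00794) and 6.72 (SE 1.99, adjusted p = 0.00886). Counts of these near-identical copies are uncertain one by one. The sum over the 10 annotated U3 copies was 3080 ± 4860 CPM in responders and 243 ± 135 CPM in non-responders (SD), with a log2 ratio of means of 3.66. Without responder 1, at 14900 CPM, the responder mean was 1400 CPM and the log2 ratio 2.52. Without non-responder 5, the only non-responder with counts at either copy, they were at least 8110-fold and 7550-fold higher in responders against a floor of 3 counts over the other non-responders. With responder 1 also left out these bounds were 3840-fold and 3200-fold, and without responder 1 alone the log2 fold changes were 5.77 and 5.51. Both calls were lost with the protein-coding share as a covariate.

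The lowest fold change belonged to Gulo (ENSMUSG00000034450.8, chromosome 14, 65986786 to 66009207, minus strand), with an adjusted p of 0.018. It had 0 counts in all 8 responders, so against a floor of 3 counts over the group it was at least 41.1-fold lower than the 1.14 ± 2.1 CPM of non-responders (SD). Without non-responder 1, the highest, it was at least 11.2-fold lower. Its call was lost without non-responder 1 or stable 1, and with the protein-coding share as a covariate. Car14 (ENSMUSG00000038526.14, chromosome 3, 95897768 to 95904691, minus strand) fell by 6.29 on the log2 scale (SE 0.97, adjusted p = 8e-05), with a change of -5.67 without non-responder 1. Slc45a2 (ENSMUSG00000022243.10, chromosome 15, 11000721 to 11029233, plus strand), which encodes a melanocyte transporter, fell by 6.25 (SE 0.97, adjusted p = 8.68e-05), from 111 ± 122 CPM to 1.44 ± 1.21 CPM (SD). Ptgds (ENSMUSG00000015090.13, chromosome 2, 25466709 to 25470046, minus strand) fell by 5.60 (SE 0.91, adjusted p = 0.000117), with changes of -4.92 without non-responder 1 and -6.32 without responder 2. Slc26a4 (ENSMUSG00000020651.8, chromosome 12, 31519827 to 31559969, minus strand) had 3 counts over all responders and a mean of 1.63 CPM in non-responders, a ratio of 59.2 with a counting interval of 20.2 to 287 (adjusted p = 0.000863). Without non-responder 1, the highest, the ratio was 29.9 (10.2 to 145). Its call was lost in limma on log2(RPKM + 1) and with the protein-coding share as a covariate.

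Of the 26 candidate genes, 13 were called over all genes tested and 13 when adjusted over the list alone. Ctla4 (ENSMUSG00000026011.13, chromosome 1, 60887000 to 60915832, plus strand), which encodes the antibody's target, was higher in responders by a log2 fold change of 1.16 (SE 0.33, adjusted p = 0.00669). Its level was 11.4 ± 4.04 CPM in responders, 13.0 ± 2.42 CPM in stable tumours, 5.12 ± 2.97 CPM in non-responders and 1.31 ± 0.826 CPM in controls (SD). Foxp3 (ENSMUSG00000039521.13, chromosome X, 7573644 to 7595245, plus strand), a marker of regulatory T cells, was higher by 0.88 (SE 0.35, adjusted p = 0.0423). It lost its call without responder 6, 7 or 8 or non-responder 1, 2, 3, 4 or 6, with log2 fold changes from 0.67 to 1.23 over the tumours left out. The call was also lost with no low-count filter, in a fit of only the groups compared, with the protein-coding share as a covariate and at 2-fold. Also called higher were Cd274 (1.08), Icos (0.99), Lag3 (0.84), Havcr2 (1.08), Tigit (1.53) and Ptprc (0.82), as log2 fold changes. Their adjusted p ranged from 0.00375 for Cd274 to 0.0408 for Lag3. Lag3 lost its call without responder 1, 2, 6 or 7 or non-responder 1, 2 or 3, with no low-count filter, in a fit of only the groups compared, with the protein-coding share as a covariate and with GC and length trends removed. Ptprc lost its call with those trends removed, and Havcr2 in a fit of only the groups compared. At 2-fold, Lag3, Icos and Ptprc lost theirs. Leaving out 1 tumour gave from 10 to 17 candidates called. Those called lower were Mki67 (-1.04), Mlana (-4.26), Dct (-5.23) and Mitf (-1.39), with adjusted p from 0.000165 for Mlana to 0.000634 for Dct. Without non-responder 3 Mlana was at -3.59 and Dct at -4.29, and without responder 6 Dct was at -5.92. Cd8a (0.76, adjusted p = 0.147), Ifng (0.34, adjusted p = 0.587) and Gzmb (0.08, adjusted p = 0.907) were not called.

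At the level of gene sets, 5 of 13 scores differed between responders and non-responders. The T cell score was higher in responders by 1.07 log2 units (exact permutation p = 0.012, adjusted p = 0.0312), at 4.14 ± 0.375 against 3.07 ± 1.09 (SD). The regulatory T cell score was higher by 0.94 (exact p = 0.005, adjusted p = 0.0162), and 6 of 8 responders lay above every non-responder. The inhibitory checkpoint score was higher by 1.39 (exact p = 0.00167, adjusted p = 0.00722). The proliferation score differed by -1.46 (exact p = 0.000333, adjusted p = 0.00433), with all 8 responders below every non-responder, and this p is the smallest the 3003 splits allow. The melanocytic score differed by -3.66 (exact p = 0.000999, adjusted p = 0.00649), with 7 of 8 responders below every non-responder. The largest change in these calls came from leaving out non-responder 6, under which 9 sets were called. The interferon gamma response, MHC class I, MHC class II and neutrophil scores were then also higher in responders. The neutrophil score was also called with log2(RPKM + 1) and with fry. The T cell call was lost without responder 2, 5, 6 or 7 or non-responder 1, 2 or 3, with a lowest difference of 0.74. The macrophage score did not differ (0.04, exact p = 0.906) and changed sign between settings.

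**Figure D3:**
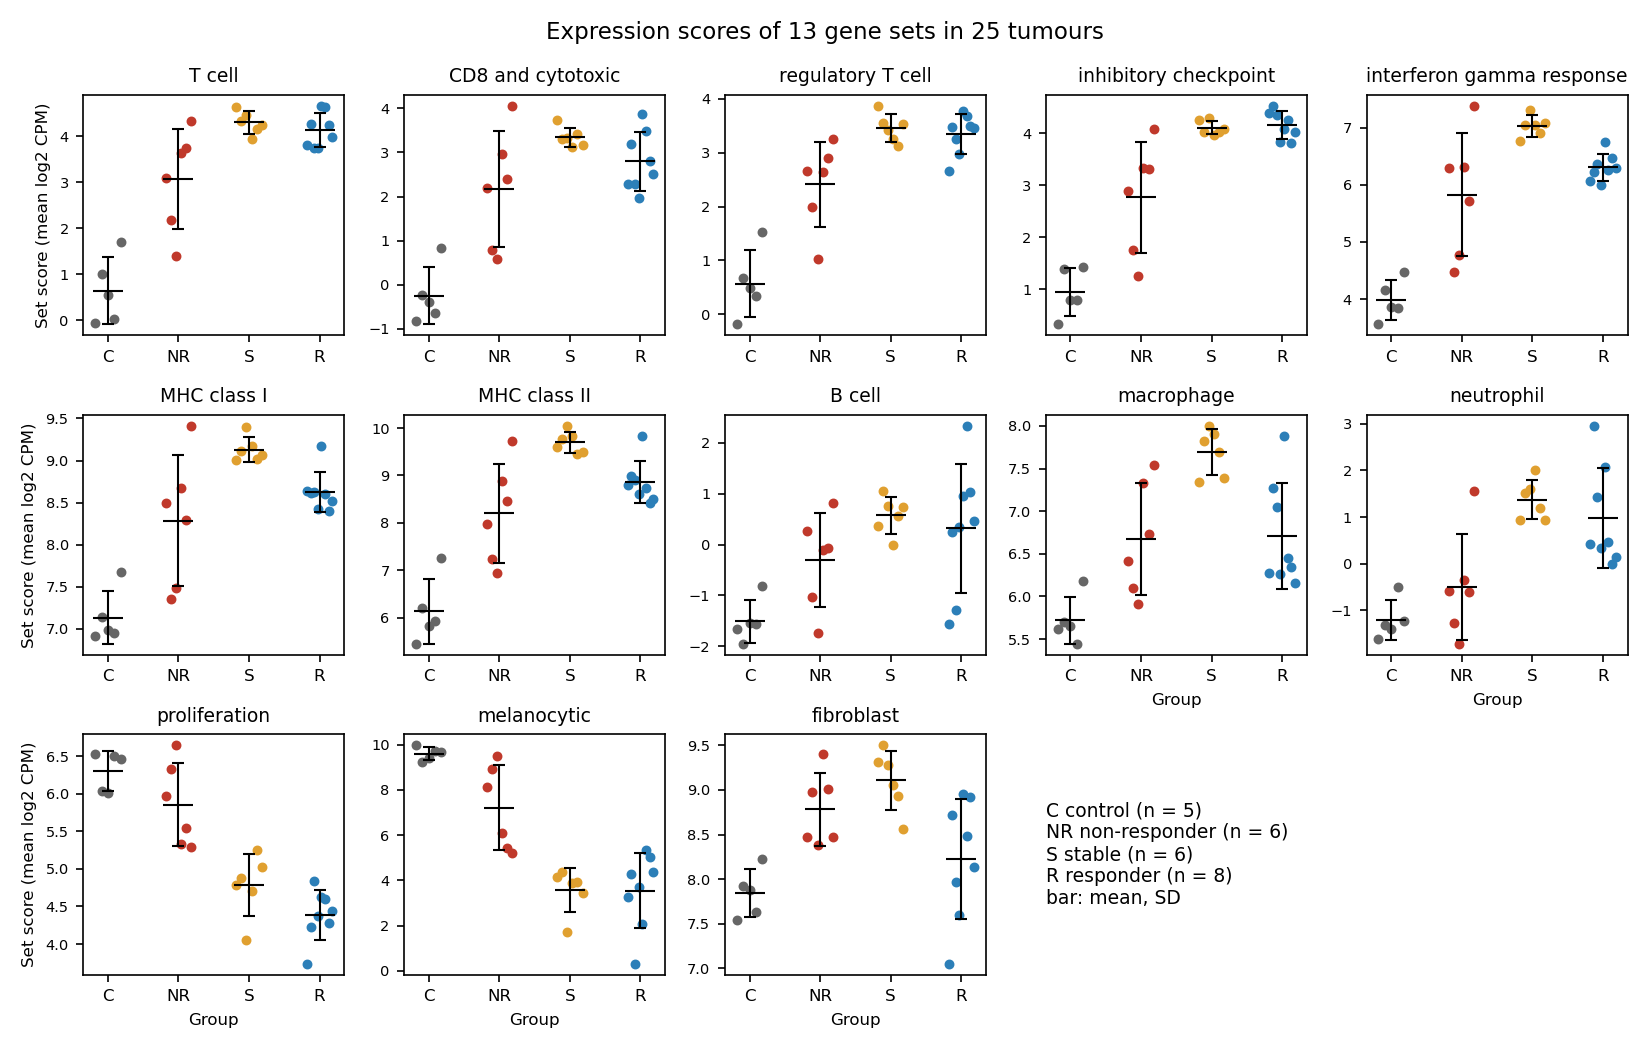
Scores of 13 gene sets, as mean log2 CPM (y axis of each panel), in control (C), non-responder (NR), stable (S) and responder (R) tumours. Points are tumours and bars give the mean and SD, with the melanocytic score at 9.59 in controls and 3.55 in responders.

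Responders were next compared with stable tumours. Here 6891 genes were called, 3689 higher and 3202 lower in responders, or 2261 higher and 2354 lower with protein-coding genes only. With the protein-coding share of each library as a covariate, 322 genes were called, 311 higher and 11 lower. The share separated 7 of the 8 responders from every stable tumour, so this comparison and library composition were largely confounded. The highest fold changes named were those of small RNAs. Snora81 (ENSMUSG00000087935.1, chromosome 16, 23110756 to 23110933, plus strand) had 2 counts over all stable tumours and 20.5 ± 42.4 CPM in responders (SD), a ratio of 1190 with a counting interval of 328 to 9790 (adjusted p = 0.00181). Responder 1 had 125 CPM and the other responders from 0.0899 to 15.5 CPM. Without responder 1 the ratio was 326 (90.3 to 2690). Without stable 1 the stable tumours had 0 counts, and it was at least 674-fold higher against a floor of 3 counts over the group. Rnu1a1 (ENSMUSG00000095969.1, chromosome 11, 87422867 to 87423030, plus strand), a U1 copy, had a log2 fold change of 7.48 (SE 1.69, adjusted p = 0.00387). Without responder 1 it was 4.66. Without stable 3 the stable tumours had 1 count, and the ratio was 16700 with a counting interval of 3000 to 661000, or 2370 (425 to 93600) with responder 1 also left out. The sum over all U1 copies was 4750 ± 5100 CPM in responders and 635 ± 462 CPM in stable tumours (SD), and the responder mean was 3050 CPM without responder 1. Retnla (ENSMUSG00000061100.4, chromosome 16, 48842551 to 48844461, plus strand) fell by 2.38 (SE 0.69, adjusted p = 0.0123), with a change of -3.46 without responder 5. Cd209b (ENSMUSG00000065987.12, chromosome 8, 3917655 to 3926844, minus strand) fell by 2.36 (SE 0.61, adjusted p = 0.00641). Rnu1a1, Retnla and Cd209b lost their calls with the protein-coding share as a covariate. Ctla4 (-0.18, adjusted p = 0.672) and Foxp3 (0.09, adjusted p = 0.857) did not differ. In limma on log2(RPKM + 1) Foxp3 passed the threshold, at 0.37.

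Between responders and stable tumours, 5 of 13 set scores differed, all lower in responders. The interferon gamma response score differed by -0.73 (exact permutation p = 0.000333, adjusted p = 0.00433), with all 8 responders below every stable tumour. The MHC class I score differed by -0.50 (exact p = 0.00333, adjusted p = 0.0159) and the MHC class II score by -0.85 (exact p = 0.00366, adjusted p = 0.0159). The macrophage score differed by -0.98 (exact p = 0.00599, adjusted p = 0.0195) and the fibroblast score by -0.88 (exact p = 0.013, adjusted p = 0.0338). The fibroblast call was lost without responder 3 or 8 or stable 1, 2, 3, 4 or 5, with the median over genes and with log2(RPKM + 1), and the MHC class I call with the median over genes. The CD8 and cytotoxic score was called without responder 5 and the proliferation score without stable 3. In each of the MHC class I, MHC class II and macrophage scores, 7 of 8 responders lay below every stable tumour. The exception in each was responder 5, at 9.171, 9.841 and 7.883, whose protein-coding share of 87.0% lay among the other groups. The scores were not tested with the share as a covariate. For these scores, library composition and outcome therefore cannot be told apart. The rotation test fry called 2 sets, without the interferon gamma response and both MHC scores. The melanocytic score did not differ (-0.04, exact p = 0.962), at 3.55 ± 1.66 in responders and 3.58 ± 0.961 in stable tumours (SD), nor did the T cell score (-0.16, exact p = 0.361).

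Between stable tumours and non-responders, whose libraries had like protein-coding shares, 2693 genes were called, 1276 higher and 1417 lower in stable tumours. Without non-responder 6 more were higher (1991) than lower (1813). Without stable 3, non-responder 2 or non-responder 3 the number was 1523, 1470 and 1517. Car4 (ENSMUSG00000000805.18, chromosome 11, 84957786 to 84966044, plus strand) was higher by a log2 fold change of 3.27 (SE 0.74, adjusted p = 0.00645), or 2.54 without stable 3. Rhov (ENSMUSG00000034226.7, chromosome 2, 119269201 to 119271272, minus strand) was higher by 2.88 (SE 0.89, adjusted p = 0.0315), a call lost without stable 2, 3 or 4 or non-responder 1, 2, 3 or 4, with no low-count filter and in limma on log2(RPKM + 1). Cfap54 (ENSMUSG00000020014.17, chromosome 10, 92775619 to 93081618, minus strand) fell by 6.89 (SE 1.11, adjusted p = 0.00153) and Slc45a2 fell by 6.70 (SE 1.11, adjusted p = 0.00172). Ctla4 was higher by 1.34 (SE 0.35, adjusted p = 0.0127). Foxp3, at 0.79 (SE 0.37, adjusted p = 0.156), was not called, though it was without non-responder 5. Of the 13 set scores 10 differed, 8 higher and 2 lower in stable tumours. The melanocytic score differed by -3.63 and the proliferation score by -1.07, each with all 6 stable tumours below every non-responder (exact permutation p = 0.00216, the smallest 924 splits allow, adjusted p = 0.0141). The T cell score was higher by 1.23 and the macrophage score by 1.02 (each exact p = 0.00866, adjusted p = 0.0176). The CD8 and cytotoxic score, higher by 1.19, did not pass the correction (exact p = 0.0476, adjusted p = 0.0516), nor did the B cell score (0.89, with the same p). Both were called with RLE size factors and without non-responder 6. The first was also called with fry and without non-responder 4, and the B cell score with the median over genes and without stable 4 or non-responder 1. The fibroblast score was called without non-responder 4. Leaving out 1 tumour gave from 7 to 12 sets. The T cell call was lost without stable 1 or 3, the interferon gamma response call without stable 1, 2, 3 or 6, and the MHC class I call without any stable tumour or non-responder 2 or 3.

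Against controls, 11723 genes were called in responders (6511 higher, 5212 lower), 7531 in stable tumours (3994 higher, 3537 lower) and 2500 in non-responders (1907 higher, 593 lower). With GC and length trends removed, more of the called genes were lower than higher in responders (5308 higher, 6325 lower) and in stable tumours (3360 higher, 4575 lower). The mean of the 3 anti-CTLA-4 groups gave 9214 genes (4987 higher, 4227 lower), or 3965 higher and 5464 lower with those trends removed. More genes were also lower than higher in these 3 comparisons with no low-count filter and with protein-coding genes only. The same held in limma for stable tumours and for the 3 groups, with DESeq2 and RLE size factors for stable tumours, and in a fit of only the groups compared for responders. These numbers come from groups of different sizes and spread, and differences between them were not tested as such. The number for non-responders ranged from 1570 without control 4 to 4237 without non-responder 3, and was 1559 in a fit of the 11 tumours compared. It was 1634 without non-responder 4 and 1593 without control 1.

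Chil3 (ENSMUSG00000040809.10, chromosome 3, 106147554 to 106167564, minus strand), a macrophage and neutrophil product, had the highest fold change named against controls in responders (log2 9.84, SE 2.00, adjusted p = 0.000215) and stable tumours (log2 9.76, SE 2.01, adjusted p = 0.000434). Its level was 682 ± 711 CPM in responders and 649 ± 486 CPM in stable tumours (SD). It also led the comparison of all anti-CTLA-4 tumours with controls (log2 8.49, SE 1.87, adjusted p = 0.000729), or 7.15 without non-responder 6. Snora81 in responders was 949-fold above controls, which had 3 counts (counting interval 325 to 4600, adjusted p = 0.000126), or 261-fold without responder 1 (89.3 to 1270). Without control 3 the controls had 0 counts, and it was at least 774-fold higher against a floor of 3 counts over the group. Gzmg (ENSMUSG00000040284.4, chromosome 14, 56156582 to 56159579, minus strand) had 0 counts in the 5 controls. Against a floor of 3 counts over that group it was at least 100-fold higher in stable tumours (adjusted p = 0.00245), 77.6-fold in all anti-CTLA-4 tumours (adjusted p = 0.00256) and 36.8-fold in non-responders (adjusted p = 0.0278). The non-responder call was lost without non-responder 6, since the other non-responders had 1 count, and without control 1, 2, 3 or 4, with no low-count filter and in limma. Ly6i (ENSMUSG00000022586.11, chromosome 15, 74979534 to 74983430, minus strand) was higher in non-responders by a log2 fold change of 6.00 (SE 1.05, adjusted p = 0.000722), or 4.52 without non-responder 6 and 6.92 without control 5.

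Gulo averaged 13.2 ± 24.3 CPM in controls (SD), with 56.4 CPM in control 5, and was at least 479-fold lower in responders (adjusted p = 0.000352), a call lost with the protein-coding share as a covariate. Without control 5 the mean was 2.46 CPM and the bound 88.9-fold. In stable tumours, which had 1 count, the ratio was 1530 with a counting interval of 274 to 60400 (adjusted p = 0.0014), or 283 without control 5 (50.9 to 11200). Without stable 1, the only stable tumour with a count, it was at least 434-fold lower. Over all anti-CTLA-4 tumours Gulo fell by 8.15 on the log2 scale (adjusted p = 5.67e-05), a fitted value that rests on counts in non-responders, with changes of -5.72 without control 5 and -8.75 without non-responder 1. Kcnj13 (ENSMUSG00000079436.3, chromosome 1, 87386363 to 87394729, minus strand) fell by 8.21 in responders (adjusted p = 4.97e-07) and by 8.55 in stable tumours (adjusted p = 2.5e-06). It fell by 4.06 in non-responders (adjusted p = 0.00187) and by 6.94 over all anti-CTLA-4 tumours (adjusted p = 1.6e-07). Without control 5 these changes were -7.47, -7.81, -3.31 and -6.20. The change was -9.19 in responders without responder 7 and -4.89 in non-responders without non-responder 2. Col2a1 (ENSMUSG00000022483.17, chromosome 15, 97975602 to 98004695, minus strand) fell by 4.36 in non-responders (SE 0.86, adjusted p = 0.00151), with a change of -3.50 without control 5. Ctla4 was higher than in controls by 3.15 in responders, 3.33 in stable tumours, 1.99 in non-responders and 2.82 over all anti-CTLA-4 tumours, with adjusted p from 7.28e-07 to 0.00132. Foxp3 was higher by 2.93, 2.84, 2.05 and 2.61 in the same order, with adjusted p from 3.62e-06 to 0.00187. The call in non-responders was lost in limma on log2(RPKM + 1).

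Against controls, 12 of 13 set scores differed in responders, 13 in stable tumours, 11 in non-responders and 13 over all anti-CTLA-4 tumours. The immune scores were higher than in controls in each outcome group, except the neutrophil score of non-responders (0.72, exact permutation p = 0.221). The T cell score was 0.64 ± 0.726 in controls and was higher by 3.49 in responders (exact p = 0.000777, the smallest the 1287 splits allow). It was higher by 3.66 in stable tumours (exact p = 0.00216, the smallest the 462 splits allow) and by 2.42 in non-responders (exact p = 0.00866, adjusted p = 0.0219). The melanocytic score was 9.59 ± 0.281 in controls and 7.21 ± 1.86 in non-responders (SD). It differed from controls by -6.05 in responders, by -6.01 in stable tumours and by -2.38 in non-responders, the last with an exact p of 0.0238 and an adjusted p of 0.031. The proliferation score was lower in responders (-1.92, adjusted p = 0.00101 by exact permutation) and stable tumours (-1.52, adjusted p = 0.00216 by exact permutation). In non-responders it did not differ (-0.45, exact p = 0.121). The fibroblast score was higher in stable tumours by 1.27 and in non-responders by 0.94 (each exact p = 0.00216), and did not differ in responders (0.39, exact p = 0.249). In non-responders, the melanocytic call was lost without any 1 of the 5 controls. The B cell and macrophage calls were lost without control 1, 2, 3 or 4, and the MHC class I call without control 1, 3 or 4. The B cell call was also lost without non-responder 1, 4, 5 or 6 and with the median over genes. With that median the macrophage call was lost in responders and the fibroblast call over all anti-CTLA-4 tumours. Without control 1, 3 or 4, the number of sets called in non-responders was 7. The proliferation score was called without non-responder 3.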

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

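The tests of skin in non-responder 1, of responders 5 and 7, of stable 3, of Gulo and of Xist were chosen only after the result was seen. Over 30 measures, 120 groups of tumours were searched for a tumour far from the others of its group, and 17 such values were found. Chance gives about 1 in 20 groups. Several of the 17 are also the same signal measured in related genes, and the 2 U3 copies carry nearly identical values.

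Responder 1 had 46.96% of its counts in 7SL genes, while the other responders had from 5.09% to 23.9%. It also had the lowest protein-coding share, 23.8%. With the 7SL genes left out, all 7 low-share responders still lay below every other library, so 7SL alone does not account for their lower share. Library quality, handling or tissue state cannot be told apart from outcome here, since the low share is nearly confined to the responder group. No measure of RNA integrity was used here, and a biological source stays open too.

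Responder 5 had a MHC class I score of 9.171 and a MHC class II score of 9.841, above the 8.40 to 8.64 and 8.42 to 8.99 of the other responders. Its Xist level, 8.28 log2 CPM, lay below their 9.50 to 10.5. Its protein-coding share was 86.983%, and it was the only responder above 74.3%. Its profile correlated across 2000 genes at r = 0.639 with the mean of the stable tumours and at -0.011 with the mean of the other responders, where genes are not independent replicates. A different library composition, a wrong label and a biological difference of this tumour cannot be told apart, since responders 3 and 6 also lay nearest to the stable tumours.

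Stable 3 had a melanocytic score of 1.731, below the 3.43 to 4.38 of the other stable tumours. Its total of 17.1 M counts lay inside their 14.8 to 22.8 M, which argues against low depth. Its neural crest score was also lower than their mean, by a difference of -0.90, while the melanocytic score differed by -2.22. A smaller share of tumour cells may account for part of the difference, and the single library does not decide how much. The neural crest comparison was at first read as excluding fewer tumour cells, and was left open once its value was seen. No biological explanation was tested.

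Non-responder 1 was far above the other non-responders in 3 keratin-associated genes. Its levels were -0.267 for Krtap9-1, 0.306 for Krtap4-1 and -1.927 for Krtap31-1 in log2 CPM, where a count of 0 lies at -3.31. Its inner root sheath keratins summed to 458 CPM, above the 0 to 122 CPM of the other non-responders. Skin or hair follicle in the piece sequenced is a candidate source of these transcripts. No biological explanation was tested.

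The U3 copies Rnu3b1 and Rnu3b4 stood apart in 3 libraries. In log2 CPM, both were at 3.84 in control 2 and at 3.519 in non-responder 5, and both were at 0 counts, -3.311, in responder 6. In the sum over all 10 U3 copies, 0 of these 3 libraries stood apart from their groups. Reads divided among near-identical copies may therefore give these values.

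Gulo was at -2.647 log2 CPM in stable 1 and at 0 counts in the other stable tumours. The value rests on 1 count, so counting noise is a candidate explanation.

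Xist, the transcript of the inactive X chromosome in female cells, was at -1.441 log2 CPM in non-responder 6, against 6.67 to 9.26 in the other non-responders. The library held 7 Xist counts, where 2660 would be expected at the lowest level of the other non-responders, so low depth is excluded. Of the non-responders, 1 had a higher Y-linked score than non-responder 6. A male host and an exchanged label cannot be told apart, since all 25 tumours carried Y-linked transcripts and the sex of the mice is not given in the sources used here. The lowest Xist level of the other 24 tumours was 51.5 CPM.

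Responder 7 had a Y-linked score of 1.987, below the 3.25 to 4.32 of the other responders. It differed from their mean by -1.95, while its neural crest score differed by 0.27. Its melanocytic score, 5.04, was below that of only 1 other responder, which also goes against fewer tumour cells. The scores of the other responders ran from 0.32 to 5.32, so this value lies within their spread. Fewer tumour cells and a change of Y-linked transcripts alone cannot be told apart, since other cells may supply neural crest transcripts, melanocytic transcripts differ widely between responders and the sex of the mice is not given in the sources used here. Loss of Y-linked transcripts in part of the tumour cells was not tested.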

How the results depend on the processing

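Restriction to protein-coding genes, the protein-coding share as a covariate and removal of GC and length trends were chosen only after the data were seen. For the genes named, 507 values under other settings and 1438 values with 1 tumour left out kept their direction and their side of the threshold. Of the rest, 35 and 35 fell short of the threshold, 1 and 1 passed it, and 1 and 1 changed sign. For the set scores of responders and non-responders, 63 values under other settings and 165 with 1 tumour left out kept both, 1 and 4 passed the threshold, 0 and 7 fell short of it, and 1 and 6 changed sign. The rotation test fry, which gives no score, is not in these numbers. For responders and non-responders it called 6 sets, with the neutrophil score added, and gave the macrophage score the opposite direction.

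A fitted change of at least 2-fold was required on top of the same p-values, with no test against a fold threshold. The number of genes called could therefore not rise, and it was lower in every comparison. It was 3421 for responder minus non-responder, 2210 for responder minus stable, 1095 for stable minus non-responder and 6316 for responder minus control. It was 3945 for stable minus control, 1530 for non-responder minus control and 3912 for all anti-CTLA-4 tumours minus control. In a fit of only the groups compared, with fewer tumours behind each dispersion, 1559 genes were called for non-responder minus control.

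With the protein-coding share of each library as a covariate, 4627 genes were called for responder minus non-responder and 322 for responder minus stable, of which 319 were among the 6891. The share nearly coincides with the responder group, so the covariate may also remove part of an outcome difference. Under it the fold change of Ctla4 for responder minus stable changed sign, from -0.18 to 0.14, neither past the threshold, and the cause was not tested.

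With 1 tumour left out, the number of genes called ranged from 7255 to 10052 for responder minus non-responder, 5131 to 8862 for responder minus stable and 10978 to 12223 for responder minus control. It ranged from 6657 to 8116 for stable minus control and from 7697 to 10146 for all anti-CTLA-4 tumours minus control. For stable minus non-responder it ranged from 1470 without non-responder 2 to 3804 without non-responder 6, and was 1523 without stable 3 and 1517 without non-responder 3. For non-responder minus control it ranged from 1570 without control 4 to 4237 without non-responder 3, and was 1634 without non-responder 4 and 1593 without control 1. Foxp3 for responder minus stable ranged from -0.0045 without responder 6 to 0.25 without stable 1. The cause of these changes was not tested.

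Of the set scores, the number called for responder minus stable was 3 with the median over genes, without the MHC class I and fibroblast scores. It was 2 with fry, without the interferon gamma response, MHC class I and MHC class II scores. For responder minus non-responder the number ranged from 4 to 9, the highest without non-responder 6, and for non-responder minus control from 7 without control 1, 3 or 4 to 12 without non-responder 3. The macrophage score for responder minus non-responder was -0.43 with the median over genes, and ranged from -0.13 without responder 5 to 0.21 without non-responder 6. It was negative without responder 2, 3 or 5 or non-responder 1, 2 or 3, and the cause was not tested.

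The median log2 fold change over the genes tested was 0.16 for responder minus control, and with RLE size factors, on the same genes, 0.13. With DESeq2, which tested other genes (22718 against 18031 for responder minus non-responder), the median was 0.27 against 0.05 for responder minus non-responder, 0.19 against 0.01 for responder minus stable, 0.46 against 0.16 for responder minus control and 0.25 against 0.07 for all anti-CTLA-4 tumours. With GC and length trends removed it was -0.11 against 0.03 for stable minus control, -0.05 against 0.16 for responder minus control and -0.08 against 0.07 for all anti-CTLA-4 tumours. With protein-coding genes only, which are fewer, it was 0.04 for responder minus control. The medians with DESeq2 and with protein-coding genes only are over other genes and show no shift of scale by themselves. The share of called genes that were higher fell from 76.3% to 59.6% for non-responder minus control in limma on log2(RPKM + 1). Fold changes as small as the shifts with GC and length trends removed carry no firm direction.

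Responder libraries held 9.94 ± 5.27 M protein-coding counts (SD), against 22.3 ± 5.46 M in controls. In simulated data, 47% of 2-fold changes were recovered for non-responder minus control, so a gene not called there is not shown to be unchanged.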

Other observations

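The tests of other splits, of total count, of fewer tumour cells, of composition as the whole cause and of nearest groups were chosen only after the result was seen, as were the Y-linked, hair and neural crest lists.

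Other splits of the same tumours were drawn at random for each comparison, 40 in all with the real one included. In each of the 7 comparisons, 1 of 40 splits, the real one, called as many genes, so chance in the grouping can be excluded at that resolution. The median of the other splits was 0 genes. The highest numbers among them were 6503 for responder minus non-responder, 6184 for responder minus stable, 0 for stable minus non-responder and 7371 for responder minus control. They were 1183 for stable minus control, 1336 for non-responder minus control and 3952 for all anti-CTLA-4 tumours minus control. Whether the splits with the highest numbers parted the tumours nearly as the real one does was not tested. The cause of those numbers stays open.

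The lower protein-coding share of 7 responders was set against 2 technical explanations. Of these 7 libraries, 5 had a total count inside the range of the other groups, so a lower total count does not account for it. With 7SL left out, 7 still lay below every other library, with a share of 75.8 ± 14.0% in responders and 90.0 ± 1.98% in stable tumours (SD, exact permutation p = 0.0103). Whether composition shaped the calls was tested with the slope of each gene on the share within the 8 responders. Across 13578 genes, which are not independent replicates, the slope had a rank correlation of -0.73 with the responder minus stable change. It did not stand out from 99 permuted shares (permutation p = 0.13, or 0.08 without responder 1 and 0.08 without responder 5). Against the responder minus non-responder change it was -0.56 (permutation p = 0.04), or -0.49 without responder 1 (permutation p = 0.23) and -0.46 without responder 5 (permutation p = 0.05). This was first read as a sign of composition, and the dependence on responder 1 leaves it open. Composition and outcome cannot be told apart for these calls. As the whole cause for responder minus non-responder, composition is argued against by 4421 of 8823 genes also called with the share as a covariate. RNA integrity was not tested.

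The melanocytic decline was the largest change among the 13 sets, at -6.01 in stable tumours and -6.05 in responders against controls. If fewer tumour cells were the only change, other transcripts of those cells would fall as far. This was first tested with Y-linked genes alone, and the neural crest and Schwann cell lists were added after that result. The neural crest score of 6 lineage genes, 1 of which (Sox10) is also in the melanocytic set, differed by -0.98 in stable tumours and by -0.85 in responders. The melanocytic score minus the neural crest score differed from controls in both (exact permutation p = 0.00216 and 0.000777, 48 tests in the family, adjusted p = 0.00649 and 0.00533). This held with all 6 and all 8 tumours lower in melanocytic score than every control. Members went both ways. Pax3 was at 97.0 CPM in controls and at 21.4 and 30.2 CPM in stable tumours and responders, Ednrb at 30.3, 11.0 and 4.91 CPM, and Erbb3 at 594, 354 and 350 CPM. Foxd3 was at 25.9 CPM in controls and 33.9 CPM in stable tumours. Pax3 and Ednrb thus fell clearly, though less than the melanocytic score, so fewer tumour cells may be part of the cause. Fewer tumour cells and no other change are argued against by the 2 scores. Fewer tumour cells with Schwann cells supplying the lineage genes stays open. Mbp rose from 18.0 CPM in controls to 44.5 CPM in stable tumours and 32.1 CPM in responders, beside Sox10 at 177 CPM in stable tumours, and no profile of Schwann cells was used here. The Y-linked score differed by -0.82 in stable tumours (exact permutation p = 0.026, adjusted p = 0.039) and by -0.80 in responders (exact permutation p = 0.0637, adjusted p = 0.0874), the latter not past the threshold. It bears on tumour cells only if the line is male and the mice female, which is not given in the sources used here. With the share as a covariate, 9 of 9 melanocytic genes stayed lower in stable tumours and 9 of 9 in responders. In responders this argues against the protein-coding share as the cause. The share of stable tumours did not differ from that of controls (86.2% against 87.4%, exact permutation p = 0.197). The covariate thus had little to remove there, and the decline came at a like share. Mitochondrial ribosomal RNA, which did differ, was not a covariate. A hypothesis these tests leave open is that the remaining tumour cells may have lost melanocytic transcripts. Selection of cells low in them from the start is an alternative that bulk RNA does not separate.

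Within the 6 non-responders, the melanocytic scores fell into separate clusters, at 8.14 to 9.50 and at 5.20 to 6.07, so no pooled correlation with the T cell score is given, and 3 tumours per cluster are too few for one. For non-responders 1 to 6, the T cell scores were 3.09, 2.18, 1.41, 3.64, 3.74 and 4.33, and the melanocytic scores 8.14, 8.90, 9.50, 6.07, 5.45 and 5.20. The proliferation score fell with the T cell score, with r = -0.974 (exact permutation p = 0.00278, adjusted p = 0.00833), or -0.857 without the 2 farthest tumours. By rank, with rho = -0.943 (exact permutation p = 0.0167, adjusted p = 0.05), it did not pass the threshold. Non-responders 1 to 3 also lay above 4 to 6 in proliferation, so this relation is not independent of that split. In the 6 stable tumours it was not found, with rho = -0.314 (exact permutation p = 0.564, adjusted p = 0.919) and r = -0.315 (exact permutation p = 0.554, adjusted p = 0.887), or -0.951 without the 2 farthest tumours. The melanocytic and Y-linked scores of stable tumours had no relation past the threshold either. If infiltrating cells diluted the tumour cells, the Y-linked score would fall with the T cell score. The rho of the Y-linked score was -0.086 (exact permutation p = 0.919) and its r -0.063 (exact permutation p = 0.89), or 0.03 without the 2 tumours farthest from the median, among 6 relations (adjusted p = 0.919 and 0.89). Non-responder 6, whose host may be male, had the highest T cell score of the 6 and a Y-linked score of 4.373. Infiltrating cells of a male host would themselves carry Y-linked transcripts, so the fall need not appear in that tumour. With 6 tumours and an assumed sex, dilution is not excluded.

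The keratin-associated genes named in the report rose and fell with inner root sheath keratins over the 25 tumours, with rho = 0.906 and r = 0.867 (permutation p = 1e-05 for each, the smallest 100000 permutations can give). Without the 2 farthest tumours r was 0.867, and within the 8 responders rho was 0.919. No other relation was in this family. Skin or hair follicle in the pieces sequenced is a candidate source of these calls. Rnu1a1 had a log2 ratio of -6.13 between stable tumours and non-responders, and the sum over all U1 copies -0.35. Reads divided among near-identical copies may therefore give the fall of Rnu1a1 in stable tumours, while the U1 sum in responders stood 2.90 log2 units above stable tumours, or 2.26 without responder 1.

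The tissue lists fixed in advance gave 18 tests of responders against the other groups. Red blood cell genes had a mean log2 CPM of 0.89 in responders and 4.05, 2.73 and 1.94 in controls, non-responders and stable tumours (adjusted p = 0.00466, 0.003 and 0.00558 by exact permutation). Endothelial genes were at 3.37 against 4.37, 4.58 and 3.99 (adjusted p = 0.00558, 0.003 and 0.0378 by exact permutation). Lymph node stroma genes were lower in responders than in stable tumours (1.04 against 3.24, adjusted p = 0.0378 by exact permutation). Skeletal muscle, keratinocyte and adipocyte genes did not differ, and 0 mammary gland genes passed the filter. No explanation of these differences was tested.

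By correlation over 2000 genes with group means, 16 of 25 tumours lay nearest to their own group: 4 of 5 controls, 2 of 6 non-responders, 5 of 6 stable tumours and 5 of 8 responders. Non-responders 1, 2 and 3 lay nearest to controls and non-responder 6 nearest to stable tumours.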
